A study of Danio rerio with 6 samples. Its data were reported in "Anti-masculinization induced by aromatase inhibitors in adult female zebrafish" (2020).

How the data were processed

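Whole bodies of zebrafish of the AB strain were sequenced at the juvenile stage. Exemestane (EM) is a steroidal inhibitor of aromatase, the enzyme that makes estrogens from androgens. The fish were kept for 32 days in water with 10 µg/L EM or with the solvent alone, which was dimethyl sulfoxide (DMSO) at 10 µL/L. The whole bodies of 25 fish from 1 tank were pooled into each library, and each group had 3 libraries. The groups were taken from the titles of the samples, which also give the replicate numbers. Those numbers run from 1 to 3 in both groups and are the only source of the pairing used in the analyses with a replicate block. Same-numbered libraries come from different tanks of fish.

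The authors prepared stranded libraries from messenger RNA, aligned the reads to the Ensembl zebrafish reference with Hisat2, removed duplicate reads with Samtools and counted the reads over the exons of each gene with HTSeq on the reverse strand. The deposited values are the raw read counts per Ensembl gene, without normalisation, for 32520 genes in 6 libraries. Removing duplicates caps the count of a highly expressed gene, and the strand-specific counting keeps antisense reads out of a gene. Reads shared between near-identical genes were not examined here. Every column of the deposited table was matched by its name to 1 sample title.

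The counts were analysed in R 4.3.3. The principal test was DESeq2, as in the study, with the study's threshold on the adjusted p-value. The paper used an older version and does not state the other settings. Here the two-sided Wald test of DESeq2 1.42.0 was run with median-of-ratios size factors, a parametric dispersion trend and the default Cook's distance filter. Independent filtering and the Benjamini-Hochberg adjustment were also used. A gene was called when its adjusted p-value was under 0.05, with no limit on the fold change and no covariate. The quasi-likelihood test of edgeR 4.0.16, on TMM factors and genes kept by its expression filter, was run on the same libraries as an alternative and is reported beside DESeq2. Normalised read counts are counts divided by the size factor, and log2 values were taken after adding a pseudocount of 1. Correlations between libraries were Pearson's r across genes with at least 1 count, and the difference between same-group and different-group pairs was tested with a one-sided exact permutation test over the 10 splits of 6 libraries into 3 and 3, which cannot give a p-value below 0.1.

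The total count per library ranged from 3169530 to 7804654. A count of 3 was taken as the floor. Where all libraries of a group were at or under it, the fold change of a named gene is given as a lower bound against the floor, while medians and ranges over called genes use the DESeq2 estimates of all of them. Intervals on shares of counts are 95% Wilson intervals, and these and the floor cover counting error only, since reads without molecular identifiers are not independent molecules. No pair of libraries from the same group had counts within sampling noise of each other, so all 6 were used as separate replicates.

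Other choices were tried for the numbers of called genes, the named genes and the number of higher calls with EM replicate 1 above every control. They were limma 3.58.1 voom with sample quality weights, TMM factors in DESeq2, and a minimum of 10 counts in at least 3 libraries or in every library. Each DESeq2 filter was also switched off, and a replicate block and an absolute log2 fold change of at least 1 were tried. Each library was left out in turn. For the correlations, unlogged counts, Spearman's rho, the minimum of 10 counts in every library and leaving out each library were used. The tests were checked on simulated data: counts for 27184 genes were drawn 5 times from the means, dispersions and size factors of these libraries, with 200 genes changed. The changes planted were smaller than the median change of the genes called in the real data, and only genes above a minimum mean were changed. Each gene was drawn independently, with no pattern shared by particular libraries. DESeq2 recovered 73.2% of the changed genes and 28.8% of its calls were false. The edgeR quasi-likelihood test recovered 33.1%, and 5.84% of its calls were false. The corresponding values were 71.6% and 26.6% for the edgeR likelihood ratio test, and 30.1% and 2.75% for voom with sample quality weights.

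The genes named in the text were to be those with the smallest adjusted p-values in each direction, among called genes whose 3 EM libraries all lie on one side of the 3 control libraries, and a fixed panel of gonad genes. The deposited count table does not pair the Ensembl identifiers with gene symbols, and 0 identifiers matched the table of zebrafish gene names used, which is for the GRCz12tu assembly. The gene lists published with the study were not used here. The clause of the rule that asks for a symbol was dropped for that reason, and identifiers of 2 genes in each direction are given. The panel and the planned tests of 6 gene sets (oocyte, germ cell, estrogen response, male gonad and androgen synthesis, sperm, and apoptosis) need symbols and were not run. Gene positions, gene ontology, the isoforms of individual genes and the adult gonads of the study were not analysed here.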

Results

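Gene expression was measured by RNA-seq in EM-juveniles and solvent control juveniles after 32 days of exposure, with 3 libraries per group and 25 pooled fish per library. The total count was 6020241, 3169530 and 7324337 in control replicates 1, 2 and 3, and 7804654, 4177681 and 4057579 in EM replicates 1, 2 and 3. Between 24418 and 24966 genes were detected in 5 of the libraries, and 21182 in control replicate 2. The median gene had 4 counts in control replicate 2 and from 19 to 35 counts in the other libraries. The 100 most abundant genes took 39.0% of the counts of control replicate 2 (95% Wilson interval 38.96 to 39.07%), and between 21.3% and 25.1% in the other libraries.

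The similarity of the libraries was examined first, to see whether the juveniles of each group resembled each other more than those of the other group. Pearson's r of log2 normalised read counts ranged from 0.821 to 0.972 over all pairs of libraries. These correlations are across genes, which are not independent replicates. The mean r was 0.948 among the EM-juveniles, 0.885 among the control juveniles and 0.899 between the groups. Same-group pairs exceeded different-group pairs by 0.0174, and the difference was not distinguishable from a random grouping (exact permutation test, one-sided, p = 0.2, where 0.1 is the smallest p-value possible). On unlogged counts the difference was 0.025 (exact permutation test, one-sided, p = 0.1). Without EM replicate 2 it changed direction, to -0.0061.

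**Figure D1:**
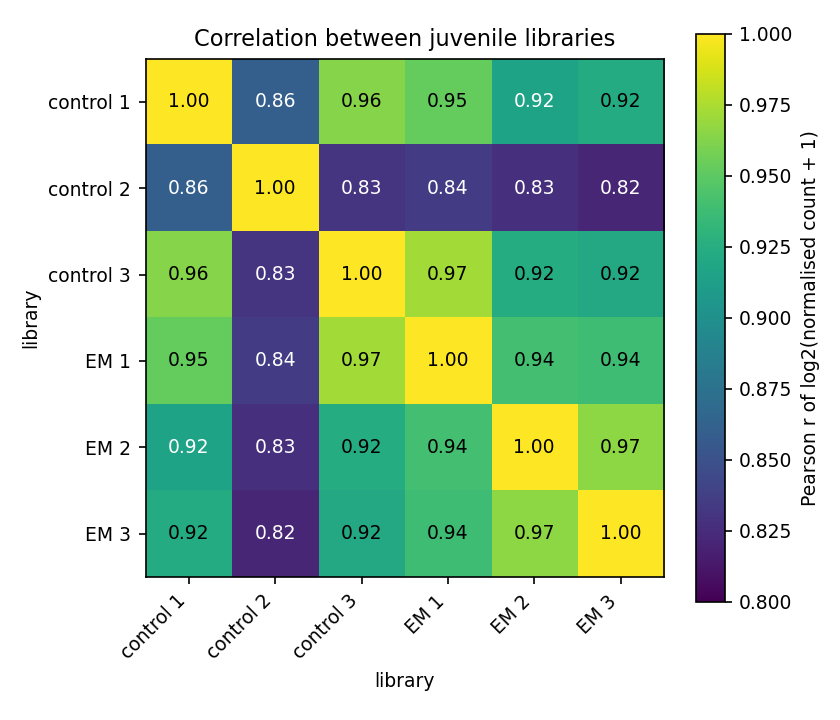
Pearson's r of log2(normalised read count + 1) for each pair of the 6 juvenile libraries, with the library on both axes and r as colour and number. Control replicate 2 has a mean r of 0.835 with the other libraries, and EM replicate 1 has a mean r of 0.962 with control replicates 1 and 3 and of 0.939 with EM replicates 2 and 3.

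Control replicate 2 stood apart from every other library, with a mean r of 0.835. The first principal component held 58.9% of the variance, and control replicate 2 lay at 242.26 on it while the other libraries lay between -61.77 and -16.69. The second component held 22.6%. EM replicates 2 and 3 lay at 86.53 and 86.77 on it, EM replicate 1 at -40.17, and control replicates 1 and 3 at -69.27 and -77.17. EM replicate 1 had a mean r of 0.962 with control replicates 1 and 3 and of 0.939 with the other EM libraries. Library size ran across the groups: control replicates 1 and 3 and EM replicate 1 were the 3 libraries with the most counts. Each side of that division held only 1 library of a group, so the comparison of the groups could not be repeated within it.

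Genes differing between EM-juveniles and control juveniles were then identified, to find the transcriptional changes that accompany exposure during sex differentiation. Of 27184 genes with at least 1 count, 23999 received an adjusted p-value in DESeq2. The adjusted p-value was under 0.05 for 260 genes, or 1.08% of those tested. Expression was higher in EM-juveniles for 101 of them and lower for 159. The edgeR quasi-likelihood test called 0 genes, with a smallest adjusted p-value of 0.0636. Of the 19264 genes it tested, 759 had an unadjusted p-value under 0.05, fewer than chance alone would give. DESeq2 had 1673 genes at an unadjusted p-value under 0.05. The median log2 fold change estimated by DESeq2 was 5.44 for the higher genes, with a range of 1.12 to 8.93, and -6.31 for the lower genes, with a range of -12.08 to -1.67. All 3 EM libraries were at or under 3 counts for 115 of the lower genes, and all 3 control libraries for 42 of the higher genes, so the fold changes of those genes are not measured precisely.

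The genes called lower and the genes called higher differed in how they were spread over the replicates. For 156 of the 159 lower genes, every EM library lay below every control library. Control replicate 2 was itself low in part of them. Its lower quartile over the lower genes was a log2 value of 3.08, about the floor of 3 counts at its size factor of 0.4037. In those genes the separation from that library rests on few reads. For the higher genes this separation held in 38 of 101. Among all tested genes the groups were separated in 11.3%, against the 10% that chance gives for 3 libraries against 3. The median normalised read count of the lower genes was 95.7, 19.8 and 51.3 in control replicates 1, 2 and 3, and 0.585, 0 and 1.12 in EM replicates 1, 2 and 3. The median of the higher genes was 2.41, 2.48 and 1.95 in the controls, 2.34 in EM replicate 1, and 158 and 193 in EM replicates 2 and 3. EM replicate 1 was at or below the highest control in 63 of the higher genes (62.4%).

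**Figure D2:**
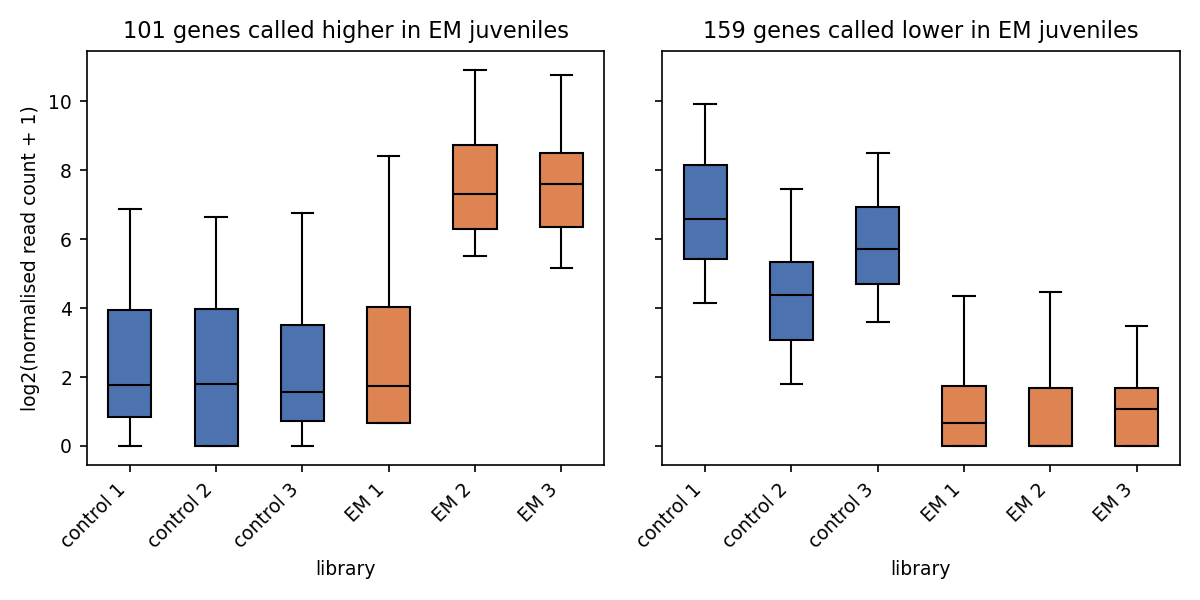
Log2(normalised read count + 1) in each library of the 101 genes called higher (left) and the 159 called lower (right) in EM-juveniles, with control libraries in blue and EM libraries in orange. Boxes span the quartiles with the median as a line, and whiskers run from the 5th to the 95th percentile. The lower genes are low in all 3 EM libraries, and the higher genes are raised at the median in EM replicates 2 and 3 but not in EM replicate 1.

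The genes with the smallest adjusted p-values among those separated in all libraries are given by their Ensembl identifiers. ENSDARG00000028367 had a normalised read count of 1550 ± 589 (SD, n = 3) in EM-juveniles and 88.7 ± 23.4 (SD, n = 3) in control juveniles. Its log2 fold change was 4.12 ± 0.45 (SE), with a DESeq2 adjusted p-value of 1.95e-15 and an edgeR adjusted p-value of 0.0636. ENSDARG00000097559 rose from 6.75 ± 3.8 to 106 ± 47.9 (SD, n = 3), a log2 fold change of 3.83 ± 0.63 (SE), with a DESeq2 adjusted p-value of 7.19e-07 and an edgeR adjusted p-value of 0.106. Among the lower genes, ENSDARG00000079034 had 389 ± 250 in control juveniles and 4.72 ± 1.19 in EM-juveniles (SD, n = 3). Its log2 fold change was -6.35 ± 0.71 (SE), with a DESeq2 adjusted p-value of 4.96e-15 and an edgeR adjusted p-value of 0.0636. ENSDARG00000090768 had 427 ± 347 (SD, n = 3) in control juveniles and raw counts of 2, 0 and 1 in EM replicates 1, 2 and 3. Its control mean was at least 127-fold above the EM-juveniles, with a DESeq2 adjusted p-value of 4.78e-11 and an edgeR adjusted p-value of 0.0749. That bound leaves out the spread of the controls, which ran from 94.1 in control replicate 2 to 786 in control replicate 1.

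The number of calls depended on which library was left out. DESeq2 called 542 genes without EM replicate 1, of which 406 were higher in EM-juveniles, and 127 and 126 without EM replicates 2 and 3, of which 23 and 19 were higher. The number of lower genes ran from 85, without control replicate 1, to 193, without control replicate 2.

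**Figure D3:**
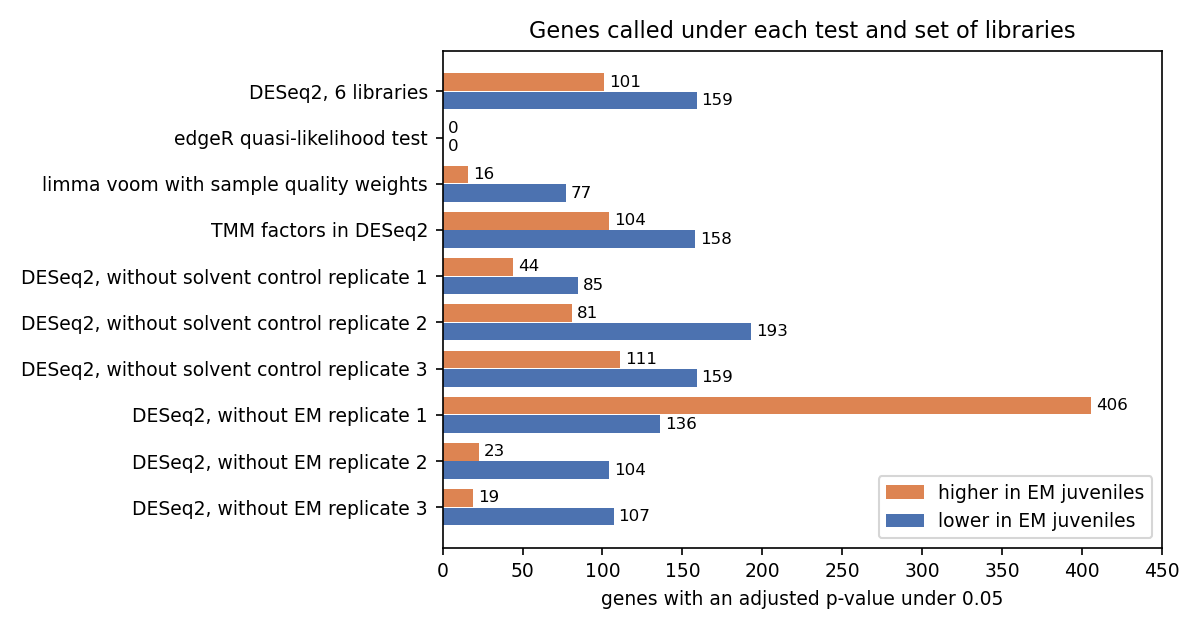
Number of genes with an adjusted p-value under 0.05, higher (orange) or lower (blue) in EM-juveniles, for DESeq2 on all 6 libraries, for other tests and scaling, and for DESeq2 with each library left out. Bars start at 0 and carry their counts. Higher genes range from 19 to 406 over the libraries left out, and the edgeR quasi-likelihood test calls 0 genes in either direction.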

Values the study reported

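The study reported 263 differentially expressed genes between EM-juveniles and control juveniles.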

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

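The alternatives to the DESeq2 comparison were fixed before the data were examined, except for 4 chosen after its result was seen: the edgeR likelihood ratio test, the robust form of edgeR's quasi-likelihood test, that test without control replicate 2, and DESeq2 on thinned libraries.

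The 260 genes called by DESeq2 (101 higher and 159 lower in EM-juveniles) became 0 in both directions with the edgeR quasi-likelihood test. They also became 0 with its robust form. Unadjusted p-values under 0.05 numbered 759 and 721 in these tests, fewer than chance alone would give for the 19264 genes tested. Voom with sample quality weights called 93 genes (16 higher, 77 lower), of which 8 and 72 were shared with DESeq2. The edgeR likelihood ratio test called 100 (24 higher, 76 lower). The quasi-likelihood test without control replicate 2 called 127 (4 higher, 123 lower), and 113 of the lower genes were shared with DESeq2. With all 6 libraries, voom and edgeR tested 39 of the 101 higher genes and 85 of the 159 lower genes, because their expression filter removed the rest. Without control replicate 2 the filter is looser, and edgeR tested 101 and 153 of them. A minimum of 10 counts in at least 3 libraries gave 90 calls (34 higher, 56 lower) and tested 43 and 64 of the 260. A minimum of 10 counts in every library gave 20 calls (13 higher, 7 lower), with a local dispersion trend in place of the parametric trend. That minimum removes genes that fall to near 0 in a group, and only 8 of the 159 lower genes could be tested under it. Part of the fall in the number of calls under these filters is therefore genes that were no longer tested.

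Across the 6 fits that each left out 1 library, DESeq2 called from 126 to 542 genes, from 19 to 406 higher and from 85 to 193 lower. The higher calls shared with the main analysis were 37 of 44, 30 of 81 and 35 of 111 without control replicates 1, 2 and 3. They were 98 of 406, 21 of 23 and 18 of 19 without EM replicates 1, 2 and 3. Of the lower calls, from 80 to 147 were shared. The share of calls that were lower was 61.2% with all libraries, 82.8% with voom, 76% with the likelihood ratio test and 25.1% without EM replicate 1. The median log2 fold change of genes with at least 10 counts in every library was -0.13 with all libraries, -0.11 with TMM factors in DESeq2 and -0.12 with edgeR. It was -0.03 when DESeq2 was fitted to those genes alone, -0.02 with voom, which gave control replicate 2 a weight of 0.129, and 0.005 without control replicate 2. With any other library left out it ran from -0.198, without control replicate 3, to -0.133, without EM replicate 2.

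TMM factors called 262 genes, of which 100 higher and 158 lower were shared with the main analysis. The Cook's distance filter off (261) and independent filtering off (250) also stayed within 1.5 times the number, as did DESeq2 on libraries thinned to the smallest total (194, with 65 higher and 121 lower shared). The limit of 1 on the absolute log2 fold change could not change the result, since the smallest change among the called genes was 1.12.

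With the replicate number as a replicate block, DESeq2 called 174 genes (64 higher, 110 lower), of which 51 and 109 were shared with the unpaired analysis, and the edgeR quasi-likelihood test called 48 (1 higher, 47 lower). Same-numbered libraries come from different fish, and their deviations from the group means had a mean correlation of -0.0031, within the range of -0.1361 to 0.141 over all 6 ways of matching the numbers.

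The difference between same-group and different-group correlations ran from -0.0061 to 0.0469 when each library was left out, and was reversed without EM replicate 2 (-0.0061) and without EM replicate 3 (-0.0058). It kept its direction with unlogged counts, Spearman's rho and genes with at least 10 counts in every library, with one-sided exact permutation p-values of 0.1, 0.2 and 0.4, where 0.1 is the smallest possible. The cause of the changes under other tests, beyond the filters above, is weighed with the other observations, and the cause of the reversal was not tested.

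The 4 genes named by identifier kept their direction under every alternative run on them. The log2 fold change ranged from 3.86 to 4.4 for ENSDARG00000028367, from 3.42 to 4.14 for ENSDARG00000097559 and from -6.74 to -5.82 for ENSDARG00000079034. Their adjusted p-values reached at most 0.076, 0.122 and 0.076, and that of ENSDARG00000090768 at most 0.0901. Together with the number of higher calls in which EM replicate 1 lay above every control, 12 of these values moved, 9 were weaker and 72 were the same. The gene set tests and their alternatives were not run.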

Other observations

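The tests on simulated counts, on the libraries held out, on the order of the controls, on the expression filter of edgeR, on the split by library size in thinned libraries and on control replicate 2 among the 3 libraries with fewer counts were chosen only after the results they bear on were seen.

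The number of genes called by DESeq2 was compared with other splits of the 6 libraries. Of the 4 splits that part all 3 same-numbered pairs, 1, the real split, gave at least 260 genes, and the others gave 0, 24 and 173. With 4 splits this cannot separate the groups from a random grouping. The other 6 splits part 1 pair each. The split of control replicates 1 and 3 and EM replicate 1 against control replicate 2 and EM replicates 2 and 3 gave 325, more than the real split, and it divides the libraries with the most counts from those with the fewest. By these totals alone, library size and group cannot be told apart. The directions differed: the real split had 101 genes higher in EM-juveniles and 159 lower, while the split by library size had 283 genes higher in the libraries with fewer counts and 42 lower. On libraries thinned to the smallest total, the real split gave 73 higher and 121 lower genes, and all 121 were shared with the 159. The split by library size then gave 145 higher and 16 lower. In the simulated counts, 28.8% of the DESeq2 calls were false against a threshold of 5%, so a part of the 260 genes may be false calls. Those counts had smaller changes and no pattern shared by particular libraries, so the rate itself cannot be carried over to the 260. The edgeR quasi-likelihood test called 0 genes in all 10 splits.

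DESeq2 called 260 genes and the edgeR quasi-likelihood test 0. Of the 19264 genes that edgeR tested, 759 had an unadjusted p-value under 0.05, fewer than chance alone would give. The likelihood ratio test of edgeR, which makes no allowance for the uncertainty of each gene's dispersion, called 100 genes on the same filtered genes. The filter kept 39 of the 101 higher and 85 of the 159 lower DESeq2 calls. The likelihood ratio test called 22 and 76 of these. That allowance may therefore account for much of the gap among the genes kept. The other DESeq2 calls were not tested by edgeR with all 6 libraries. Without control replicate 2, the quasi-likelihood test called 127 genes, of which 123 were lower in EM-juveniles. Leaving a library out also loosens the expression filter. Among the genes that passed the filter with 6 libraries, 81 were called without control replicate 2, of which 74 were lower, while all 6 libraries on the looser set of genes gave 0 calls, with 1227 at an unadjusted p-value under 0.05. The filter alone therefore produced no calls, and it may add to the 127. Leaving out EM replicate 1 gave 190 calls, of which 181 were higher, but 1 among the genes of the filter with 6 libraries. Leaving out any of the other 4 libraries gave 0 calls, with 349 to 2204 genes at an unadjusted p-value under 0.05. The spread that control replicate 2 adds is a candidate explanation for the absence of lower calls with this test.

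Most genes called higher were high in EM replicates 2 and 3 alone. At a threshold of 8-fold and at least 10 counts, 288 genes were high in EM replicates 2 and 3 and in no other library. The next of the 15 pairs of libraries, control replicates 1 and 3, had 40. Of the 101 higher genes, 77 were among the 288. Several technical explanations were tested. After thinning all libraries to the smallest total the number was 243, so a difference in library size does not account for it. Over genes with a mean of 1 to 10 in the other libraries, the median log2 ratio of the pair to the others was 0.01. Weak genes in that range were therefore not raised as a whole. Of them, 10.4% were at least 2-fold up and 12.8% at least 2-fold down, so the median cannot exclude a background on some genes. Genes with a mean under 1 in the other libraries were outside this test. A batch of the 3 libraries with fewer counts would also raise control replicate 2. When genes were chosen without that library, 325 were high in EM replicates 2 and 3 against the 3 deeper libraries. Control replicate 2 lay above the deeper libraries in 87 of them (26.8%) and at least 8-fold above in 4. A library ranked at random among the 3 deeper ones would lie above them in 25%. It had 0 counts in 212 of them. Since 243 genes stayed high in EM replicates 2 and 3 alone after thinning to its total, its total count alone does not account for this. These values argue against such a batch for these genes. They rest on 1 library, which detected fewer genes than the others at equal totals, so such a batch is not ruled out. The counts of EM replicates 2 and 3 differed with a chi-square of 8.42 per degree of freedom, so they are not one library deposited in duplicate, although the other same-group pairs ran from 18.55 to 86.31. EM replicate 1, when held out, lay below every control in 135 of the 136 genes called lower without it (99.3%), which goes against a mislabelled control library. It lay above every control in 56 of the 406 genes called higher without it (13.8%, where a library ranked at random among the controls gives 25%). A batch shared by EM replicates 2 and 3 and a response that differed between tanks predict that same result, so the genes that are high in EM replicates 2 and 3 alone cannot be told apart from a batch effect. EM replicate 1 lay above every control in 18 of the 77, but EM replicates 2 and 3 were at least 8-fold above it there too. It lay above every control in 20 of the other 24 higher genes, but setting the 77 aside favours such genes, so this count is no test of a batch.

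The lower genes showed another pattern. Of the 10 splits of the 6 libraries into 3 and 3, the real split had 38 genes that were at least 8-fold lower in all 3 EM libraries than in any control, and no other split had more than 2 in either direction. That is 1 of 10, the smallest share the design can give. All 38 were among the 159 lower calls. Another 31 of the lower calls were high in control replicates 1 and 3 and in no other library, at the same threshold. Each held-out library followed most of the lower genes called without it, from 79.9% for control replicate 3 to 99.3% for EM replicate 1. A library ranked at random among the 3 of the other group would follow 25%. One ranked at random among all 6 would follow more, because the lists were chosen to separate the groups. That higher share was not worked out. The higher genes called without a library were followed by it in 13.8% for EM replicate 1, and in 47.7% to 100% for the other 5 libraries. The shares for the controls, from 47.7% to 61.7%, therefore do not show that those libraries followed the higher genes. The lower genes also varied together among the controls. The order of replicate 1, then 3, then 2 was the most common and held in 122 of 159 (76.7%). In 1000 random lists matched on mean expression in the controls, each scored in its own most common order, the median was 31.4% and the highest value 42.8%. For the higher genes the most common order held in 29.7%, against a median of 33.7% in lists matched to them. Leaving control replicate 2 aside, control replicate 1 lay above control replicate 3 in 149 of the 159 lower genes (93.7%), against a median of 47.2% and a highest value of 59.1% in random lists. This is consistent with a shared source of RNA whose amount differed between the control tanks and which was nearly absent from the EM-juveniles. The tissue was not identified, because the genes were not named here. The hypothesis would be tested by naming the genes and measuring them in single fish.

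Control replicate 2 detected fewer genes than the other libraries, and the depth of sequencing does not account for it. The other libraries thinned to its total detected at least 23548 genes, against 21182. After the 100 most abundant genes of each library were left out and the rest thinned to the same total, the others detected at least 23116 genes, against 21082, so the share taken by a few genes does not account for it either. Voom gave this library a weight of 0.129, and the others weights of 0.851 to 2.31. The cause was not identified, and no biological explanation was tested, since the library carries the same labels as the other controls.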
